A study of Mus musculus with 6 samples.

How the data were processed

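The study provides RNA-seq of total RNA from mouse calvaria at 2 to 3 days of age. Per the labels, the bones were digested for 20 minutes with collagenase type II at 2 mg/ml and trypsin at 0.005%, washed and snap frozen. There are 6 libraries, 3 labelled as an Ezh2 conditional knockout and 3 as wild type, and each was used once. Per the submitters' processing notes, the authors made the reads with bcl2fastq, aligned them to mm10 with TopHat2 2.0.6 and obtained gene counts with HTSeq. The count values deposited by the authors are read counts per gene, and all of them were used as the basis of every test. The RPKM values deposited by the authors beside them, counts scaled by gene length and library total, were used only to check the counts. The aligner parameters, the gene annotation and the use of strand are not given in the sources used here, so antisense reads cannot be told apart from sense reads.

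The deposited file holds 23358 genes with mm10 coordinates starting from 1, and 69 entries sharing an identifier were kept apart by position. Every count in every library is even (0 odd counts), so each counted unit adds 2, which was inferred to be both mates of a pair. The counts were used as deposited, and the test was repeated on halved counts. The library totals that the RPKM values imply were 101251328, 89499508 and 126338446 for WT 14, WT 27 and WT 29 and 84571878, 80605859 and 100510614 for cKO 8, cKO 10 and cKO 37, above the gene totals given in the report.

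Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 16089, and libraries were scaled by TMM factors between 0.9519 and 1.072. Differences between the groups were tested with the robust edgeR quasi-likelihood F test, and each adjusted p is a Benjamini-Hochberg value over the 16089 genes, with 0.05 as the threshold. Standard errors and 95% confidence intervals of log2 fold changes come from that model, and means and SDs are of counts scaled to library size by TMM (CPM). The biological coefficient of variation was 11.5%. Genes with no overlap between all libraries of 1 group and all of the other were counted, which chance gives in 10% of genes with 3 libraries per group.

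In all, 32 gene lists, written from general knowledge before the data were examined, were tested where at least 3 members were abundant enough, and sex-linked genes were read per library. Older names of 14 symbols were matched to those in the file after it was opened. Lists were compared with all other genes by camera in limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation. With fry, the mixed option asks whether genes of a list move in either direction. List p-values are Benjamini-Hochberg adjusted over the 32 lists, and those of the 5 lists added later over these 5 alone. The number of members that passed is also given after adjustment over the list alone.

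The genes to be named were set by a rule fixed before the data were examined. These are Ezh2, Ezh1, Eed and Suz12, the 10 largest rises and 10 largest falls among genes past the threshold with a mean log2 CPM of at least 1 and no overlap, and up to 4 members with the smallest p of each list. Cdkn2a, Runx2, Sp7, Bglap and Col1a1 are given whatever their p. The rule gave 149 genes, and 40 more were chosen after their values were seen, as the text says. Some items are withheld, and results that need them are not reported here.

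The alternatives chosen before the data were examined were RLE and upper-quartile scaling, no low-count filter, a filter at a mean CPM of at least 1, removal of erythroid, mitochondrial and sex-linked genes, omission of each library in turn, DESeq2 1.42.0, limma voom, an adjusted p threshold of 0.1, and a glmTreat test against a fold change of 1.2. The removal left 16067 of 16089 genes and took out 19 erythroid ones, so few mitochondrial genes, if any, were removed. Halved counts and an offset for GC content and gene length were added later. Intervals of list medians are 95% bootstrap intervals from 2000 draws. They do not cover the spread between libraries, since leaving out 1 library gave interferon medians from 0.684 to 1.35. All 10 ways of dividing the 6 libraries into groups of 3 were run through the same steps.

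The steps were tested on simulated data of 16089 genes for cKO against WT, with 50 planted genes per size. Of these, 16% were recovered at 1.2-fold, 68% at 1.5-fold, 94% at 2-fold and 96% at 4-fold (8, 34, 47 and 48 genes). There were 19 false calls among 15859 unchanged genes. Set against the recovered genes, the false calls made up a larger share of all calls than the adjusted p threshold allows. The simulation therefore does not show that false calls were held to that threshold. Correlations between libraries on log2 CPM were 0.987 to 0.992, and chi-square per degree of freedom on halved counts between libraries of the same group, 26.4 to 60, shows a spread well beyond counting noise. Differences under 1.5-fold are therefore often missed. The labels do not say whether the libraries come from separate animals or litters, so p-values measure the spread between these samples. No sex is given in the labels, and sex was not entered in the model because only WT 27 differs. Exon-level reads, splice forms and deletion of Ezh2 exons were not analysed here, because only values per gene were used.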

Results

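Calvaria, the flat bones of the skull vault, were taken from mice aged 2 to 3 days and profiled by RNA-seq. Of the 6 libraries, 3 were labelled as a conditional knockout (cKO) of Ezh2, the catalytic subunit of the Polycomb repressive complex PRC2, and 3 as wild type (WT). Both labels carry Osx, an older name of Sp7, a transcription factor of osteoblast precursors. The comparison asks which genes differ in calvarial bone when Ezh2 is lost in the osteoblast lineage. Libraries are named by group and by the number in their label, which is 14, 27 and 29 for WT and 8, 10 and 37 for cKO. In the labels a P stands before each number, and the meaning of the P and of the numbers is not given. The gene counts summed to 76875642, 68260154 and 95439578 in WT 14, WT 27 and WT 29, and to 61926248, 60449016 and 71748348 in cKO 8, cKO 10 and cKO 37. Between 18108 and 18427 genes had a count in each library. Rn45s, the ribosomal RNA precursor, took 6.1% to 12% of the counts, and the 10 most abundant genes together took 25% to 30.6%. The labels do not say that each library came from a separate animal, so the p-values measure the spread between these 6 libraries, part of which may be technical.

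Ezh2 itself (chromosome 6, 47530274 to 47595030) did not pass the threshold. Its counts, scaled to library size (CPM), were 20.7, 21.7 and 20.4 in WT 14, WT 27 and WT 29 and 19.2, 20.6 and 19.8 in cKO 8, cKO 10 and cKO 37, or 20.9 ± 0.68 against 19.9 ± 0.69 (mean ± SD, n = 3 per group). The log2 fold change, given throughout as cKO over WT with its standard error, was -0.07 ± 0.07 (95% confidence interval -0.22 to 0.07, adjusted p = 0.507). The labels do not give the deleted part of the gene and the counts cover the whole gene, so they do not check the labels. Each direction given here therefore rests on the labels alone, and cKO means the libraries labelled cKO.

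Of the 13 tested subunits of PRC2 and its accessory proteins, 2 rose, 1 fell and 10 did not pass, the same numbers as when adjusted over the list alone. With the GC and length offset the balance turned, to 1 higher and 3 lower (median -0.01 against 0.08). Ezh1 (chromosome 11, 101191115 to 101226450), the paralogous methyltransferase of Ezh2, rose from 23.9 ± 0.979 to 34.7 ± 1.51 CPM, a 1.45-fold difference (log2 0.53 ± 0.06, adjusted p = 0.00154). Mtf2, an accessory subunit, rose by 0.37 ± 0.09 and Jarid2, another, fell by 0.35 ± 0.08 on the log2 scale (adjusted p = 0.0202 and 0.0165). Values for the core subunits Eed (0.16 ± 0.08, adjusted p = 0.237) and Suz12 (0.01 ± 0.06, adjusted p = 0.9) did not pass. In PRC1, the ubiquitin ligase complex that acts with PRC2, 3 of 19 tested genes rose: Bmi1 by 0.56 ± 0.08, Cbx7 by 0.56 ± 0.11 and Rnf2 by 0.28 ± 0.06 (adjusted p = 0.00229, 0.011 and 0.0122). The same 3 passed when adjusted over the list alone, and neither the PRC2 nor the PRC1 list passed as a group (camera adjusted p = 0.619 and 0.502). Ezh1 and Bmi1 passed under every alternative run, whereas Cbx7 and Rnf2 were lost without cKO 8 (adjusted p = 0.0564 and 0.0514), which left 1 PRC1 gene higher, and Jarid2 without WT 29 or cKO 8 (0.0536 and 0.0538). Mtf2 was lost without WT 14, WT 27, cKO 8 or cKO 10 (0.0621 to 0.0924), and Mtf2 and Rnf2 also with the GC and length offset (0.0836 and 0.0579).

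Across the genome, 1997 of 16089 tested genes (12.4%) changed, 959 higher and 1038 lower in cKO. Most differences were small: the median absolute log2 fold change of the changed genes was 0.358 and its 90th percentile 0.728, and 358 genes changed by 1.5-fold or more. At 2-fold or more, 64 genes were higher and 17 lower. At an unadjusted p under 0.05 there were 4675 genes. Of all tested genes, 34.6% had no overlap between the 3 cKO and 3 WT libraries, against 10% by chance. Among the 1997 it was 1995, which selection by the threshold nearly requires. With upper-quartile scaling the split moved to 1191 higher and 764 lower (60.9% higher against 48%), and with the GC and length offset the other way, to 823 higher and 1183 lower. Without 1 library the total fell below the main number by more than 1.5 times for WT 14 (1127), WT 27 (1169), WT 29 (783) and cKO 8 (586).

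Among genes with a mean log2 CPM of at least 1, the largest rise was in Il28ra (chromosome 4, 135686457 to 135708180), a subunit of the interferon lambda receptor, from 0.968 ± 0.205 to 3.19 ± 0.224 CPM (3.29-fold, log2 1.72 ± 0.19, adjusted p = 0.00125). Plag1 (chromosome 4, 3901158 to 3938405), a zinc finger transcription factor of developing tissue, rose from 4.7 ± 0.579 to 12.7 ± 1.23 CPM (2.7-fold, adjusted p = 0.000764). Alx1 (chromosome 10, 103007847 to 103028777), a homeobox gene of craniofacial mesenchyme, rose from 9.91 ± 1.77 to 21.4 ± 4.15 CPM (2.15-fold, adjusted p = 0.0098). Others of the 10 were the RNA component gene Rmrp (3.01-fold), 4833427G06Rik (2.95-fold), the interleukin 18 receptor subunit Il18rap (2.92-fold), Oas1b of the oligoadenylate synthetase family (2.42-fold), Frmd5 (2.34-fold) and Plac8 (2.21-fold). Oas1b has closely similar neighbours whose reads the counting could have divided, so its value is uncertain. Rmrp was lost without WT 14, WT 27, WT 29 or cKO 8 (adjusted p = 0.0643 to 0.11), and Rmrp and Alx1 did not pass the test against a fold change of 1.2 (0.152 and 0.0606). The others named here passed under every alternative run.

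The largest fall was in Atf3 (chromosome 1, 191170297 to 191183333), a stress-induced transcription factor, from 36.5 ± 5.46 to 13 ± 1.31 CPM (log2 -1.49 ± 0.12, adjusted p = 0.000764). Csrnp1, a nuclear protein of the early response, fell by 1.30 ± 0.11 and Adamts1, a secreted metalloproteinase, by 1.04 ± 0.11 on the log2 scale (adjusted p = 0.00112 and 0.00202). Egr1 (chromosome 18, 34861207 to 34864956), a zinc finger factor of the early growth response, fell from 929 ± 71.9 to 493 ± 77.4 CPM (adjusted p = 0.00166). Socs3, which limits cytokine signalling, fell by 0.89 ± 0.09 and the heat shock protein gene Hsph1 by 0.93 ± 0.13 (adjusted p = 0.000831 and 0.00593). The bicarbonate transporter gene Slc4a10 (-1.05 ± 0.17), Egr2 (-1.15 ± 0.19), Gm7120 (-1.19 ± 0.28) and the cytokine gene Il6 (-1.16 ± 0.31) completed the 10. The calls of 3 of them depended on single libraries: Egr2 was lost without WT 14, WT 29 or cKO 10 (adjusted p = 0.0589 to 0.0684), Gm7120 without any library but cKO 10 (0.068 to 0.11) and Il6 without any library but WT 27 (0.0639 to 0.154). Il6 was also lost with upper-quartile scaling (0.0531) and without the low-count filter (0.0713), and Gm7120 without that filter (0.054). Egr2, Gm7120 and Il6 did not pass the test against a fold change of 1.2 either (adjusted p = 0.0985, 0.178 and 0.242).

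**Figure D1:**
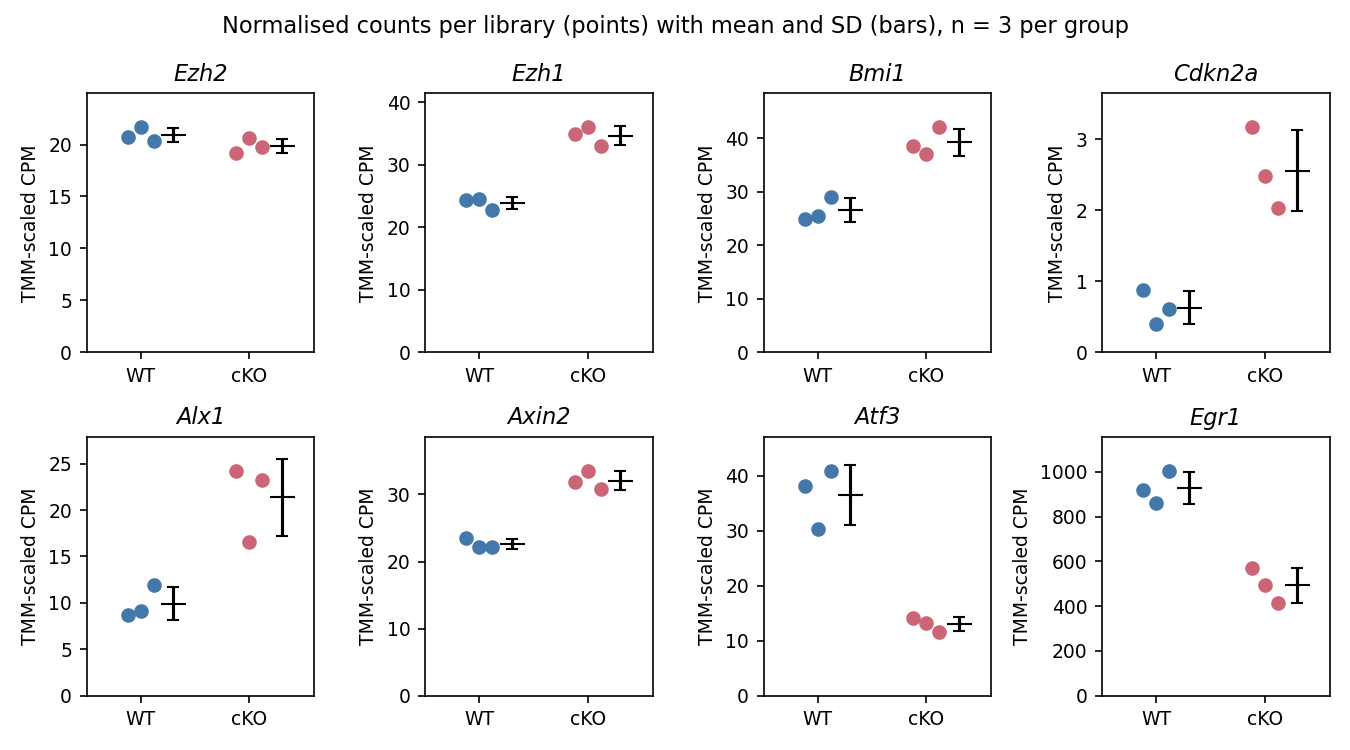
TMM-scaled CPM of 8 genes in each library (points: blue WT, red cKO) with the group mean and SD (horizontal mark and bar, n = 3 per group). Ezh2 lies between 19.2 and 21.7 in all 6 libraries, whereas in each of the other 7 genes the WT and cKO points do not overlap.

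Cdkn2a (chromosome 4, 89274473 to 89294619), the locus of the cell cycle inhibitors p16 and p19 and a classical Polycomb target, rose 4.05-fold, from 0.628 ± 0.238 to 2.56 ± 0.575 CPM (log2 2.02 ± 0.28, 95% confidence interval 1.39 to 2.64, adjusted p = 0.00284). It passed under every alternative run. Of the 7 tested CDK inhibitor genes, Cdkn2a rose, Cdkn1a and Cdkn1c fell by 0.21 ± 0.06 and 0.25 ± 0.07 on the log2 scale (adjusted p = 0.0435 and 0.0466), and 4 did not pass. Adjusted over the list alone, 1 rose and 3 fell, and the list did not pass as a group (camera adjusted p = 0.837). Cdkn1a was lost without any library but cKO 37 (adjusted p = 0.0737 to 0.172), Cdkn1c without any of the 6 (0.0529 to 0.143), and both with upper-quartile scaling (0.0652 and 0.0754) and the GC and length offset (0.0777 and 0.141). Cdkn1c was also lost with a mean CPM filter (0.0523), limma voom (0.0543) and halved counts (0.0518).

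Genes of S phase were lower in cKO by a small margin. Of 46 tested, 10 fell and 36 did not pass (11 fell when adjusted over the list alone), and the list median was -0.14 (camera adjusted p = 0.000125). That call was lost with an estimated correlation (adjusted p = 0.943 with an estimated correlation) and without cKO 37 (adjusted p = 0.0575), and 4 members fell without WT 29 and 4 without cKO 8. The list means of WT 14 and cKO 10 were nearly equal (4.32 and 4.31 log2 CPM). The members that fell include 5 subunits of the replicative helicase, with Mcm2 at -0.51 ± 0.08, Mcm5 at -0.39 ± 0.07, Mcm6 at -0.38 ± 0.07 and Mcm3 at -0.37 ± 0.07 (adjusted p = 0.00495, 0.0076, 0.00808 and 0.0114), of which Mcm3 was lost without cKO 8 (0.0538). Of 55 G2/M genes, 2 rose and 6 fell (2 and 7 adjusted over the list alone), with G2e3, a ubiquitin ligase, and Gas2l3 higher and the Ran GTPase activator Rangap1 (-0.45 ± 0.07), the tubulin Tubb4b (-0.31 ± 0.07) and Ube2c (-0.28 ± 0.07) among the lower ones. The G2/M list did not pass (camera adjusted p = 0.142), but it passed, lower, without cKO 8 (adjusted p = 0.0304), without cKO 10 (0.0208) and with the GC and length offset (0.0017, 11 members lower). Those calls used the preset correlation, and with an estimated one (0.243, all 6 libraries) the camera adjusted p was 0.943. The number of members that fell was 1 without WT 14, WT 29 or cKO 8 and 3 without WT 27, cKO 10 or cKO 37 or with upper-quartile scaling. Tubb4b was lost without any library but cKO 10 and cKO 37 (0.0545 to 0.0596), Ube2c without any but cKO 37 (0.0576 to 0.106) and with the GC and length offset (0.0715). Gas2l3, chosen after its value was seen, was lost without any library but cKO 10 (0.0966 to 0.164), with limma voom (0.0555) and with the GC and length offset (0.247). Among 25 p53 targets, 5 rose and 4 fell, the same numbers as when adjusted over the list alone (camera adjusted p = 0.487). The autophagy and stress gene Trp53inp1 (0.51 ± 0.06), the receptors Eda2r (0.59 ± 0.09) and Fas (0.59 ± 0.09), Sesn1 (0.49 ± 0.08) and the polymerase Polk (0.46 ± 0.08) rose. The kinases Plk2 (-0.42 ± 0.08) and Plk3 (-0.60 ± 0.12), the antiproliferative gene Btg2 (-0.73 ± 0.12) and Cdkn1a fell. Polk, Plk2, Plk3 and Btg2 were named after their values were seen.

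Few developmental Polycomb targets passed the threshold in either direction. Of 47 tested transcription factor genes of this kind outside the Hox clusters, 1 fell and 46 did not pass with edgeR, both over all genes and adjusted over the list alone. The list held 91 genes, and the rest were too scarce to test. At an unadjusted p under 0.05 there were 10 genes. The mixed form of fry, which asks for movement in either direction, passed the list (adjusted p = 0.00158). Missed calls therefore do not show an absence of change. Tbx18 (0.61 ± 0.19), Dlx2 (-1.07 ± 0.34) and Pax1 (-0.43 ± 0.14) did not pass (adjusted p = 0.0589, 0.0592 and 0.0633), and the list median was 0.07 (camera adjusted p = 0.972). DESeq2 called 1 member higher and 2 lower, and limma voom 1 lower. With edgeR 2 members fell without cKO 8, and 1 rose without WT 14, cKO 10 or cKO 37. Leaving out 1 library, which also changes the genes that pass the filter, gave list medians from 0.00558 (without cKO 10) to 0.0457 (without WT 14). Only 5 of 39 Hox genes were abundant enough to test. Hoxb2 rose, at 0.105 ± 0.0879 against 0.388 ± 0.0665 CPM (adjusted p = 0.0464), near the limit of what these depths resolve, and it was lost without any library but WT 27 (0.061 to 0.149) and without the low-count filter (0.051). Over that list alone 2 rose, and its median of -0.05 and mean of 0.28 differ in sign (camera direction up, adjusted p = 0.543). The sign of the Hox median depended on the setting. It was positive without any single library (0.0741 to 0.739), on halved counts (0.541), without the low-count filter (1.26) and with the GC and length offset (0.00417). In all of these but the offset the tested genes also differed, with 15182 on halved counts and 19715 without the filter against 16089. The Hox genes behind those medians may therefore differ, and a change of sign need not be a change in any gene. The Hox median stayed negative with RLE factors (-0.0541), upper-quartile scaling (-0.0227) and limma voom (-0.017). None of the 5 histone demethylase and acetyltransferase genes acting on the same histone residue passed with edgeR, DESeq2 or limma voom (0 over the list alone as well, 1 at an unadjusted p under 0.05, camera adjusted p = 0.972).

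Genes of the osteoblast lineage moved in both directions. Of 30 osteoprogenitor and preosteoblast genes, 2 rose and 5 fell (2 and 6 adjusted over the list alone, camera adjusted p = 0.543). Axin2, a feedback inhibitor and target of Wnt signalling, rose from 22.6 ± 0.771 to 32 ± 1.41 CPM (log2 0.50 ± 0.06, adjusted p = 0.00166), beside Alx1. Among the lower genes, the homeobox gene Dlx3 (-0.57 ± 0.10), the stress and osteoblast factor Atf4 (-0.33 ± 0.06), Sp7 (chromosome 15, 102357177 to 102366271, -0.37 ± 0.09, adjusted p = 0.0211) and Foxc1 (-0.28 ± 0.08) fell. Runx2, the master factor of osteoblast commitment, was 271 ± 9.52 against 252 ± 17.2 CPM (-0.11 ± 0.07, adjusted p = 0.348). Without cKO 8, 3 members of the list fell. Sp7 was lost without WT 29, cKO 8, cKO 10 or cKO 37 (adjusted p = 0.0518 to 0.0789). Foxc1, named after its value was seen, was lost without WT 14, WT 27, cKO 8 or cKO 37 (0.0665 to 0.126), with upper-quartile scaling (0.0526) and with the GC and length offset (0.0592).

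Among 39 bone matrix and mature osteoblast genes, 1 rose and 5 fell, the same numbers as when adjusted over the list alone (camera adjusted p = 0.301). With the preset correlation the list passed, lower, without WT 27 (adjusted p = 0.019). An estimated correlation (0.23, all 6 libraries) gave a camera adjusted p of 0.943. The number that fell was 1 without WT 14, WT 29 or cKO 10 and 2 without cKO 8 or with the GC and length offset. DESeq2 called 3 higher and 8 lower. The vitamin D receptor gene Vdr fell from 140 ± 12.3 to 99.6 ± 6.36 CPM (log2 -0.50 ± 0.08, adjusted p = 0.00394), a call lost only in the test against a fold change of 1.2 (adjusted p = 0.0859). Tmem119 (-0.30 ± 0.07), the collagen chaperone Serpinh1 (-0.36 ± 0.09), Creb3l1 (-0.46 ± 0.12) and Crtap (-0.24 ± 0.07) also fell, and Mepe, a matrix phosphoglycoprotein, rose by 0.40 ± 0.10. Col1a1, the main collagen of bone, was 81440 ± 15800 against 57140 ± 11900 CPM (-0.51 ± 0.20, adjusted p = 0.115), and Bglap, osteocalcin, 76.1 ± 17.8 against 71.5 ± 17.4 (-0.09 ± 0.26, adjusted p = 0.858). Neither passed, and Bglap has near-identical neighbours whose reads the counting could have divided, so its value is uncertain. Creb3l1 and Crtap were named after their values were seen. Tmem119 was lost without WT 14, WT 29, cKO 8 or cKO 10 (adjusted p = 0.0625 to 0.0889), Mepe without WT 27, WT 29, cKO 10 or cKO 37 (0.0579 to 0.1), and Creb3l1 without WT 14, WT 27, WT 29 or cKO 10 (0.0592 to 0.0973). Serpinh1 was lost without any library but cKO 37 (0.0597 to 0.102) and Crtap without any of the 6 (0.0632 to 0.119). With the GC and length offset Tmem119, Serpinh1, Creb3l1 and Crtap were lost (0.1, 0.0518, 0.0739 and 0.118), and Crtap also with upper-quartile scaling (0.0671). Of 19 osteocyte genes, 3 rose and 1 fell (5 and 2 adjusted over the list alone, camera adjusted p = 0.246). With the preset correlation the osteocyte list passed, higher, without WT 14 (adjusted p = 0.00813) or cKO 8 (0.0304). Its camera adjusted p was 0.943 with an estimated correlation (0.325, all 6 libraries). Counting the real one, 6 of 10 splits gave a camera p at least as small for it. The osteoclast inhibitor Tnfrsf11b, osteoprotegerin, rose from 14.4 ± 2.48 to 25 ± 3.17 CPM (1.74-fold, adjusted p = 0.00832), Npy rose 2.47-fold at a low level, Mepe is shared with the matrix list, and Hyou1, a chaperone of the endoplasmic reticulum, fell by 0.70 ± 0.08.

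Wnt pathway genes included more rises than falls. Of 54 ligands, receptors and targets, 9 rose and 1 fell (10 and 1 adjusted over the list alone), with a list median of 0.05 (camera adjusted p = 0.246). The 9 rises became 4 without WT 27, 2 without WT 29 and 3 without cKO 8. With the preset correlation the list nevertheless passed, higher, without WT 14 (adjusted p = 0.0327) and with the GC and length offset (0.0416). An estimated correlation (0.0172, all 6 libraries) gave a camera adjusted p of 0.943. Beside Axin2, the ligand Wnt2b rose by 0.54 ± 0.10, the receptor-clearing ubiquitin ligase Rnf43 by 0.80 ± 0.16 and the transcription factor Lef1 by 0.49 ± 0.10 on the log2 scale (adjusted p = 0.00808, 0.0128 and 0.0145). The co-receptor Lrp5, named after its value was seen, fell by 0.26 ± 0.07. Rnf43 and Lef1 were lost without WT 29 or cKO 8 (0.0547 to 0.0646), and Lrp5 without WT 14, WT 27, WT 29 or cKO 10 (0.0514 to 0.119). Of 45 BMP and TGF-beta genes, 4 rose and 5 fell (5 and 5 adjusted over the list alone), and the median of -0.05 and mean of 0.03 differ in sign (camera direction down, adjusted p = 0.972). Leaving out 1 library gave between 2 (without cKO 8 or cKO 10) and 7 rises (without cKO 37), and 2 falls without WT 14, WT 29 or cKO 8 and 3 without WT 27 or cKO 10. The GC and length offset gave 2 rises and 3 falls, and upper-quartile scaling 3 falls. Fst, which binds activins, rose by 0.69 ± 0.10 and the activin subunit Inhba by 0.68 ± 0.13, whereas the targets and inhibitors Id2 (-0.37 ± 0.06) and Smad7 (-0.37 ± 0.07) fell. Bmp5 and Smad5 also rose and Smad6, Bmp6 and Tgfb1 also fell, all 5 named after their values were seen. Bmp5 and Smad6 were lost without WT 14, WT 29, cKO 8 or cKO 10 (adjusted p = 0.0715 to 0.0799 and 0.0627 to 0.0845), Smad5 without any library but cKO 37 (0.0791 to 0.127), Tgfb1 without any but cKO 10 (0.0879 to 0.17) and Bmp6 without any of the 6 (0.0647 to 0.117). All 5 were also lost with the GC and length offset (0.0693 to 0.19), Bmp6 and Tgfb1 with upper-quartile scaling (0.0542 and 0.0691), and Tgfb1 with RLE factors (0.0503), a mean CPM filter (0.0534) and limma voom (0.0614). Among 16 IGF pathway genes the insulin receptor substrate Irs1 rose by 0.30 ± 0.06 and Irs2 fell by 0.28 ± 0.08, also when adjusted over the list alone (camera adjusted p = 0.837). Irs1 was lost without cKO 8 (0.0655) and Irs2 without any library but cKO 37 (0.053 to 0.12), with upper-quartile scaling (0.0545), limma voom (0.0529) and the GC and length offset (0.123). None of 17 Hedgehog pathway genes passed with edgeR, DESeq2 or limma voom (0 over the list alone as well, 2 at an unadjusted p under 0.05, camera adjusted p = 0.619).

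Immediate early and heat shock genes, which cells switch on within minutes of a stimulus or stress, were lower in cKO. Of 32 tested, 24 fell and 8 did not pass (28 fell when adjusted over the list alone), all 32 had a negative log2 fold change, and the median was -0.66 (camera adjusted p = 5.01e-40, adjusted p = 0.204 with an estimated correlation). Beside Atf3 and Socs3, Ier2 fell from 184 ± 7.03 to 112 ± 6.69 CPM and Jund from 255 ± 8.77 to 159 ± 9.51 (adjusted p = 0.000764 for each). Mean log2 CPM of the list was 6.43, 6.25 and 6.39 in WT 14, WT 27 and WT 29 and 5.78, 5.71 and 5.61 in cKO 8, cKO 10 and cKO 37. With the preset correlation 5 of the 32 tested lists passed. The immediate early list was the only one past the threshold with fry (adjusted p = 0.0266), which tests whether a list's genes move, on balance, one way and does not compare them with other genes. The mixed form of fry, which asks for movement in either direction, passed 21 of the 32 lists, among them p53 targets (adjusted p = 0.000459), BMP and TGF-beta genes (0.000802) and PRC2 (0.000804). With an estimated correlation 0 of the 32 passed with camera, and 1, this list, had an unadjusted p under 0.05.

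Hypoxia and glycolysis genes were also lower: of 28 tested, 2 rose, 12 fell and 14 did not pass (2 and 13 adjusted over the list alone), with a median of -0.27 (camera adjusted p = 0.000994, adjusted p = 0.943 with an estimated correlation). The 12 falls became 7 without WT 14 or WT 27, 6 without WT 29 and 4 without cKO 8. The glycolytic enzymes Pgam1 (-0.47 ± 0.07) and Pfkl (-0.48 ± 0.07) and the collagen prolyl hydroxylase P4ha1 (-0.52 ± 0.08) fell (adjusted p = 0.00339, 0.00358 and 0.00381). Against that direction the histone demethylase Kdm3a rose by 0.48 ± 0.06 (adjusted p = 0.00164), as did Pfkfb3 by 0.39 ± 0.09, named after its value was seen and lost without WT 14, WT 29, cKO 8 or cKO 10 (adjusted p = 0.0564 to 0.1).

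Interferon response genes had higher values in cKO, with no single member past the threshold. All 30 had a positive log2 fold change, with a median of 0.89 (camera adjusted p = 4.32e-08, adjusted p = 0.943 with an estimated correlation). With edgeR 0 of the 30 passed over all genes and 0 adjusted over the list alone, 6 had an unadjusted p under 0.05, DESeq2 called 4, limma voom 15 and edgeR with a mean CPM filter 1. The cytosolic RNA sensor Ifih1 was 12.9 ± 3.91 against 26 ± 5.15 CPM (adjusted p = 0.0615) and the signalling factor Stat2 48.7 ± 15.5 against 83 ± 11 (adjusted p = 0.127). The list means overlapped between the groups because WT 27, at 3.9 mean log2 CPM, stood apart from WT 14 and WT 29 (2.69 and 2.89) and close to cKO 8, cKO 10 and cKO 37 (4.1, 3.78 and 4.46). Without WT 27, 19 members rose and the median was 1.35.

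**Figure D2:**
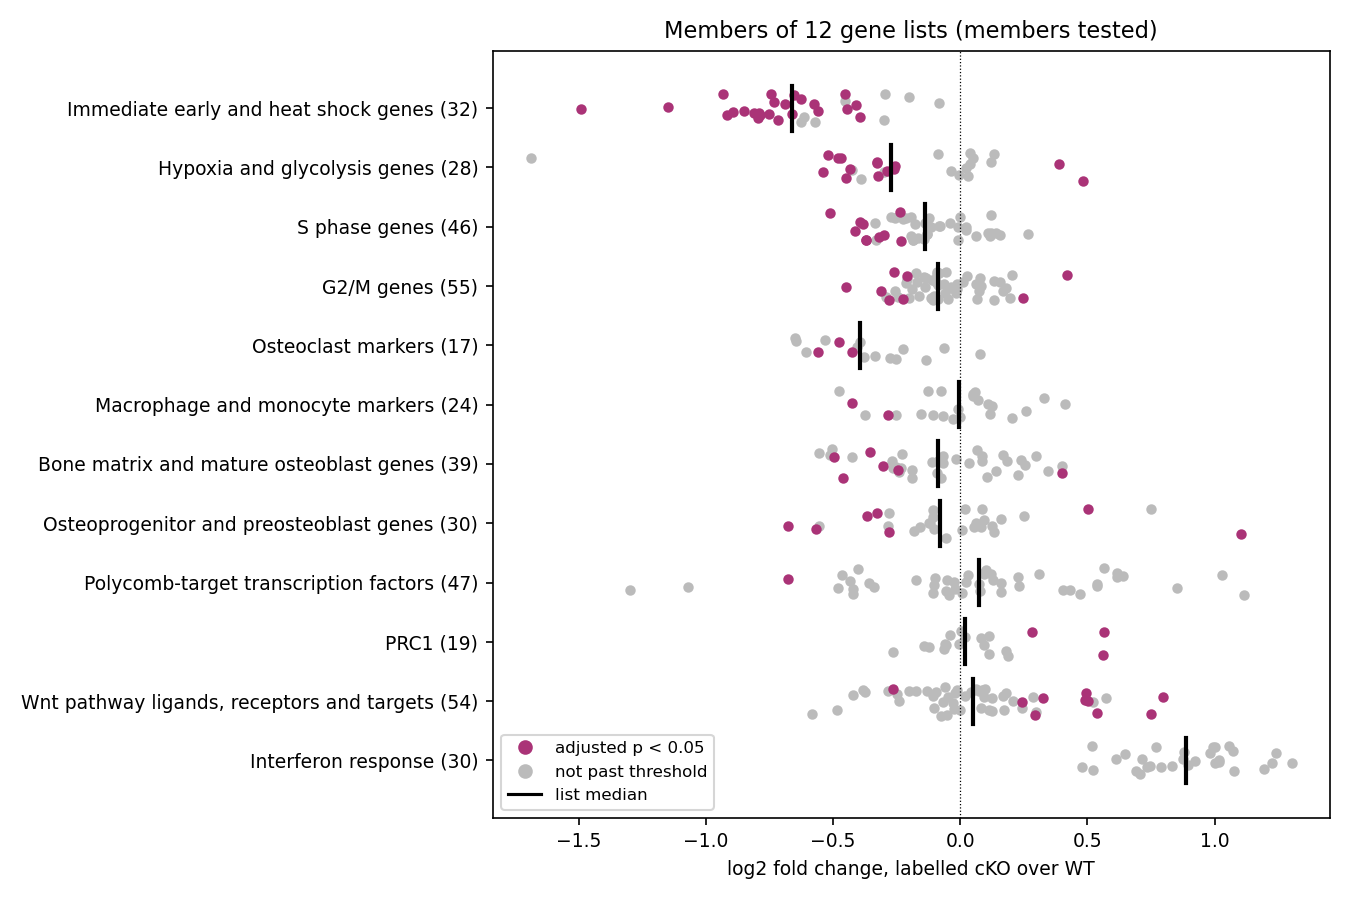
Log2 fold change (cKO over WT, horizontal axis) of the tested members of 12 gene lists, 1 point per gene, purple where the adjusted p is under 0.05 and grey elsewhere, with a black bar at each list's median. The immediate early and heat shock list has its median at -0.66 and the interferon list at 0.89, and in the latter no point is purple.

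Markers of other cell types of the calvaria were tested in the same way. Osteoclast markers were lower in cKO: of 17 tested, 3 fell (8 when adjusted over the list alone) and the median was -0.39 (camera adjusted p = 3.96e-06, adjusted p = 0.943 with an estimated correlation). Their list means were 5.92, 6.25 and 5.81 log2 CPM in WT 14, WT 27 and WT 29 and 5.48, 5.74 and 5.67 in cKO 8, cKO 10 and cKO 37, so WT 27 stood apart and WT 29 was close to cKO 10. The osteoclast transcription factor Nfatc1 fell from 155 ± 17.2 to 111 ± 7.26 CPM (adjusted p = 0.00705), the phosphatase Acp5 from 605 ± 105 to 411 ± 36 (adjusted p = 0.0172) and the colony-stimulating factor receptor Csf1r from 225 ± 33.8 to 167 ± 5.38 (adjusted p = 0.0191). The number that fell was 5 without WT 29, 1 without cKO 8 or cKO 37, 5 with limma voom, 8 with DESeq2 and 6 with the GC and length offset. Acp5 and Csf1r were lost without cKO 8 (0.0743 and 0.085) or cKO 37 (0.0544 and 0.0654). The fusion receptor Dcstamp was 20.6 ± 3.98 against 13.5 ± 2.19 CPM (adjusted p = 0.0505). Of 24 macrophage and monocyte markers, Csf1r and Itgam fell, also when adjusted over the list alone, and the list did not pass (median 0.00, camera adjusted p = 0.619). DESeq2 called 1 macrophage marker higher and 4 lower. Itgam was lost without WT 14, WT 27, cKO 8 or cKO 10 (0.0528 to 0.106).

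Fibroblast and tendon markers showed 1 rise, Pdgfra (0.25 ± 0.06), and 1 fall, Col14a1 (-0.51 ± 0.12), among 20 tested (camera adjusted p = 0.908). Adipocyte markers showed 1 rise among 11, the fatty acid transporter Cd36 (0.27 ± 0.06, camera adjusted p = 0.725), and endothelial and mural markers 1 fall among 21, the tight junction gene Cldn5 (-0.36 ± 0.08, camera adjusted p = 0.99). Neural and Schwann markers showed 1 fall among 16, the tubulin Tubb3 (-0.77 ± 0.16, camera adjusted p = 0.972). Of 24 skeletal muscle markers, Neb rose 2.33-fold at a low level (0.665 ± 0.0164 to 1.55 ± 0.141 CPM) and Ttn fell by 0.83 ± 0.08. Both passed under every alternative run (camera adjusted p = 0.837). The muscle list means were low, from -0.263 (WT 29) to 0.0465 (cKO 8) log2 CPM, so these calls do not measure muscle content. In these 5 lists the same numbers passed when adjusted over the list alone. DESeq2 called 2 higher and 3 lower in the endothelial list. It called 1 higher and 1 lower in the neural list, and 1 higher and 2 lower in the fibroblast list. Medians and means differed in sign for the endothelial list (0.05 and -0.03, camera direction down) and the neural list (-0.12 and 0.00, camera direction up). Cldn5 was lost without WT 29 or cKO 8 (0.0548 and 0.0624), Tubb3 without WT 29 (0.0582), and Pdgfra without WT 14, WT 27, WT 29 or cKO 8 (0.0881 to 0.14). Col14a1 was lost without WT 14, WT 27, cKO 10 or cKO 37 (0.0625 to 0.0919), and Cd36 without WT 14, WT 27, cKO 8 or cKO 10 (0.0512 to 0.0638) and with the GC and length offset (0.129). In the chondrocyte, neutrophil, erythroid, lymphocyte, epidermal and replication-dependent histone lists, of 20, 9, 19, 10, 10 and 17 tested genes, 0 passed with edgeR, DESeq2 or limma voom and 0 adjusted over the list alone. At an unadjusted p under 0.05 these lists had 1, 1, 3, 0, 1 and 1 genes, and their camera adjusted p was 0.972, 0.616, 0.956, 0.972, 0.972 and 0.144. Without cKO 37 the histone list passed with the preset correlation, lower (adjusted p = 0.00719), with 3 members lower, and 1 chondrocyte marker was higher. For the histone list an estimated correlation (0.0759, all 6 libraries) gave a camera adjusted p of 0.943. With upper-quartile scaling, and with a mean CPM filter, 1 erythroid marker was higher. The lymphocyte list had a median of 0.04 and a mean of 0.00 with camera direction down. Chondrocyte markers varied between libraries of the same group, with list means from 5.59 (WT 14) to 6.76 (WT 27) and from 5.16 (cKO 37) to 6.61 (cKO 10) log2 CPM.

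**Figure D3:**
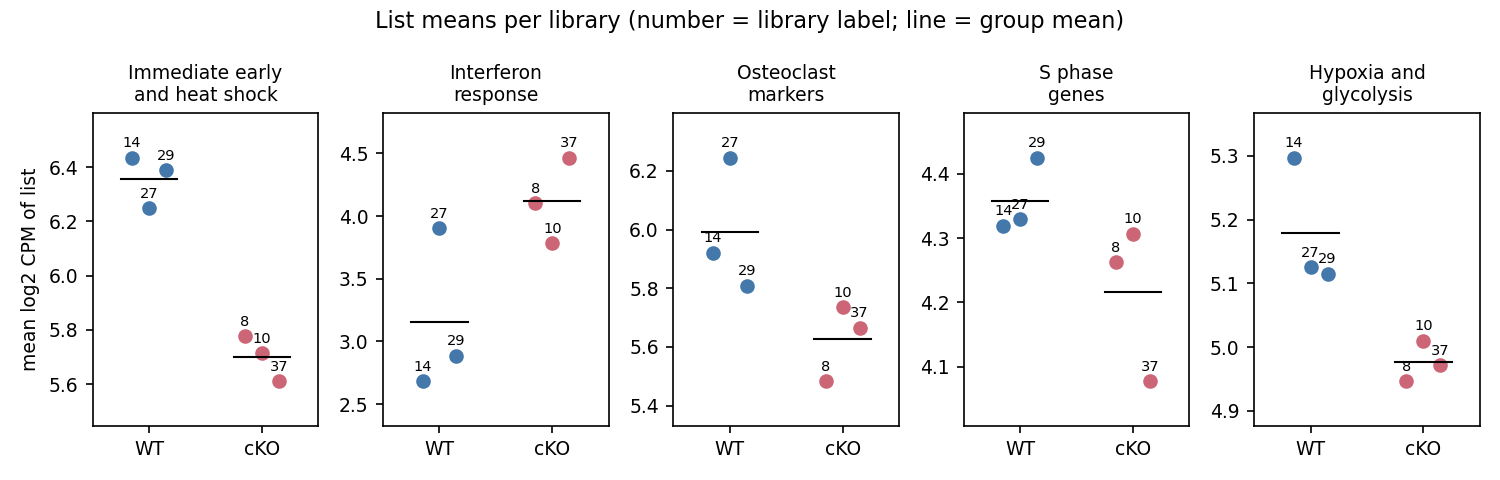
Mean log2 CPM of the 5 lists past the camera threshold, 1 point per library with its label number (blue WT, red cKO) and a line at the group mean. The immediate early list separates the groups (WT 6.25 to 6.43, cKO 5.61 to 5.78), whereas in the interferon list WT 27, at 3.9, lies above cKO 10, at 3.78.

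Sex-linked genes set WT 27 apart, with the expression of a male where the other 5 libraries had that of a female. Xist, expressed from an inactive X chromosome, was 1264 and 1254 CPM in WT 14 and WT 29 and 1396, 1194 and 1169 in cKO 8, cKO 10 and cKO 37, but 6.18 in WT 27. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were 59.1, 43, 25.6 and 10.4 CPM in WT 27 and at most 0.742 in the other 5 libraries. The labels give no sex, and without WT 27 1169 genes changed.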

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

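The halved counts and the GC and length offset were chosen only after the result was seen. Leaving out 1 library moved the number of changed genes to between 586 and 1985, the number higher to between 291 and 932 and the number lower to between 295 and 1053, against 1997, 959 and 1038 with all 6. The fewest were left without cKO 8, and without cKO 10 the 592 higher genes were also below the main number by more than 1.5 times. Fewer libraries per group reduce what can be detected, but the cause of the differences between libraries was not tested. An adjusted p threshold of 0.1 gave 3277 genes (1593 higher, 1684 lower), which a looser threshold does by construction. Testing against a fold change of 1.2 left 112 (62 higher, 50 lower), with 33 of the 120 named genes that passed the main test. Of the 5 lists past the camera threshold, 0 passed with an estimated correlation and 1 with fry. In these 5 lists the estimated correlation was 0.0928 to 0.872, above the preset 0.01, which widens the error of each. The fry test asks another question. Ezh2 stayed between -0.14 and -0.05 in log2 fold change in every setting refitted (adjusted p = 0.198 to 0.752). In the settings other than that test, 70 of these 120, all genes set by the rule or named later, passed wherever they were tested (the mean CPM filter removes Npy), 50 were lost in at least 1, and none reversed. Low-count genes such as Hoxb2 are where depth limits the result. No paired analysis was possible because the groups share no label numbers.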

Other observations

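The 5 lists below, the GC and length offset, the halved counts, the comparison near Ezh2 and the handling test were chosen only after the result was seen. The refit without WT 27 was planned, and only its use to weigh the interferon rise was chosen afterwards. The p-values of the 5 lists, adjusted over these 5 alone, therefore do not count as independent tests. Genes of protein folding in the endoplasmic reticulum were lower in cKO: of 20 tested, 9 fell (15 adjusted over the list alone), with a median of -0.25 (camera adjusted p = 5.93e-11, adjusted p = 0.068 with an estimated correlation, fry adjusted p = 0.00333). Xbp1, a transcription factor of the unfolded protein response, fell by 0.49 ± 0.07 on the log2 scale, the chaperone Hspa5 from 687 to 492 CPM and Sdf2l1 by 0.89 ± 0.13. SRF and actin cytoskeleton targets fell in 13 of 23 (17 adjusted over the list alone), with Srf from 65.7 to 42.9 CPM, Actg1 by 0.56 ± 0.09 and Vcl by 0.58 ± 0.10 (camera adjusted p = 3.16e-12, adjusted p = 0.0926 with an estimated correlation, fry adjusted p = 0.00777).

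Ribosome biogenesis genes fell in 14 of 32 (19 adjusted over the list alone), among them Bop1 by 0.40 ± 0.06, Noc2l by 0.42 ± 0.07 and Rrp12 by 0.53 ± 0.09 (camera adjusted p = 1.03e-08, adjusted p = 0.102 with an estimated correlation). Atf4 targets of the amino acid response fell in 6 of 21 (9 adjusted over the list alone), among them Mthfd2 by 0.63 ± 0.08 and Aldh18a1 by 0.39 ± 0.07 (camera adjusted p = 6.86e-06, adjusted p = 0.0926 with an estimated correlation). FoxO and nutrient deprivation targets had 18 of 22 positive values and a median of 0.17, with Ccng2, Pik3ip1 and Gabarapl1 higher and Pnrc1, Cited2 and Fkbp5 lower (6 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.0596, adjusted p = 0.287 with an estimated correlation). With fry the ribosome biogenesis and Atf4 lists passed (adjusted p = 0.00836 and 0.0118), and the FoxO list did not (0.0704). The prediction written for that list took a p above 0.05 as evidence against a rise, which was wrong, since a missed p excludes nothing and the list was chosen from genes already seen. Ccng2 was lost without WT 14, WT 29, cKO 8 or cKO 37 (adjusted p = 0.0622 to 0.0951), Gabarapl1 without the same libraries (0.0709 to 0.11), Pik3ip1 without WT 14 or cKO 8 (0.0579 and 0.0684), Cited2 without cKO 8 (0.0555) and Fkbp5 without any library but cKO 10 (0.0545 to 0.126). Ccng2 was also lost with the GC and length offset (0.0518).

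The number of changed genes could reflect Ezh2 loss, a technical bias or another difference between the groups. Only 1 of the 10 splits gave as many as 1997, the real one, and the highest other gave 0, with the same result for genes higher (1) and lower (1), but 10 splits are too few for a share under 0.05. For lists past the camera threshold, 9 of 10 splits gave at least 5 and the highest other gave 12, so that number carries no weight, and 4 of 10 gave a camera p at least as small for the osteoclast list and 4 for S phase. GC content may have contributed to a sizeable part of the calls, since lower genes had a median GC of 53.8% and higher genes 45.7%. Across 15854 genes the Spearman correlation of log2 fold change with GC was -0.262. In the simulated data a GC trend gave 1402 calls before the offset and 0 after it. In the real data 2006 genes passed with the offset (823 higher, 1183 lower). Of the 1997 main calls 1442 were kept and the rest lost. On halved counts 2056 passed. Genes within 20 Mb of Ezh2 were no more often changed than the rest (odds ratio 1.06, 95% confidence interval 0.686 to 1.59), which does not point to a strain difference around the gene.

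Lower immediate early genes could follow from Ezh2 loss or from a shorter time between dissection and freezing, since digestion and handling induce these genes. GC bias is not the likely source, because the median was -0.61 with the offset (-0.71 to -0.51). Of the 32 members, 25 were lower in every cKO library than in every WT library. That number cannot tell the explanations apart, because the labels give no time, order or batch. Bones frozen at once in a set order, with both groups alternating, would separate them.

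Higher interferon genes might come from the 1 WT library of the other sex, but its list mean of 3.9 lies above those of WT 14 and WT 29 (2.69 and 2.89), toward the cKO libraries. The median without WT 27, 1.35 (1.13 to 1.53) against 0.89, follows from that position and adds no separate evidence. With the GC and length offset and all 6 libraries the list median was 0.90 (0.75 to 0.98). These intervals do not cover the spread between libraries, since the median was 0.684 without WT 14. Counting the real one, 3 of 10 splits gave a camera p at least as small for this list. An infection or litter difference was not tested, and more litters of known sex would be needed.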
